A study of Homo sapiens with 6 samples. Its data were reported in "Ultrafine mapping of chromosome conformation at hundred basepair resolution reveals regulatory genome architecture" (2023).

How the data were processed

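ATAC-seq was performed by the authors on 6 libraries in 3 groups of 2, namely baseline IMR90, induced IMR90 and VSMC. Per the study's methods, libraries were sequenced paired-end on an Illumina HiSeq and the reads were processed with the ATAC and DNase pipeline of the Kundaje laboratory, with tool versions not stated. The names of the deposited VSMC lists mention trimming, removal of duplicates and the Tn5 offset, and those of the IMR90 lists mention a p-value threshold and a ceiling on the number of peaks. Whether the 2 sets differed in these steps is not stated and could not be checked without reads. Peaks were called per library, and 3 further lists are named as replicate-overlap lists, 1 for each group. All intervals of the IMR90 replicate-overlap lists overlapped an interval in each deposited replicate list, against 97.6% and 97.9% of the VSMC ones. The reason for this difference is not stated. A further filter is named in the deposited files without a description. Between 225 and 321 of the running peak numbers were skipped in each IMR90 list, and 1567 and 1519 in the VSMC lists.

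The deposited fold enrichment is a ratio of the summit to local background within a library, as given by the authors' peak caller. The deposited −log10 p and −log10 q values are also the authors' own, per summit. Both were used only to rank, filter or describe peaks within a list, and were never compared as levels between libraries. No read counts were used, so the depth reached in each library is unknown beyond the target given in the study's methods, no counting interval can be given, and a region missing from a list is not shown to be closed.

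The labels do not state a genome build. Intervals on chr1 reached position 249240554, past 248937099, the end of the last chr1 gene in the GRCh38 gene table at hand. Coordinates were therefore taken as hg19, a choice that no label states, and are counted from 1. No genome or annotation of that build was used here, so the planned tests of motif content, of promoter share, and of interferon, TNF, smooth muscle and housekeeping gene lists were not run, and regions carry no gene names.

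Samples were grouped by their titles. Lists with several summits per interval (231655 to 298287 summits per library) were reduced to distinct intervals, each with the highest −log10 p of its summits. The 50000 intervals with the highest −log10 p were taken as strong. Strong intervals of the 4 libraries of a comparison were merged into regions. A region was group-only when it overlapped a strong interval in both libraries of one group by at least 1 bp and no interval of the whole list in either library of the other group. Replicate overlap was tested by an exact permutation of the 15 partitions of 6 libraries into 3 pairs, one-sided. Group-only counts were set against the 2 other splits of the 4 libraries. The locus window, chr9 from 19 to 22 Mb, was compared with the windows of 3 Mb, tiled from each chromosome start, that held at least 50% as many regions as the locus.

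The regions named in the text were fixed by rule as the 3 with the best mean within-library rank in each group-only set, and every group-only region in the locus window if there were 10 or fewer. The groups, the tests, this rule and most alternatives were set before the data were examined. The alternatives were lists of 25000 or 100000 intervals, a −log10 q of at least 2, an overlap of 50% of the shorter interval, absence from the top 100000 intervals only, the replicate-overlap lists, another locus window, and leaving out each library. Alternatives chosen after the data were seen were intervals of at least 200 bp, replicate-overlap lists compared at equal length, and leaving out each library in the replicate overlap.

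The calling of group-only regions was tested on simulated data before use. The simulated libraries for the IMR90 comparison were copies of the same list of 211052 baseline intervals, with small random changes in edges and p. In them, all 200 group-only regions made for each group were recovered and 0 others were called. The made regions were among the strongest intervals, and no loss of peaks between replicates like the real one was built in. This outcome checks the code and gives no error rate for the real libraries. Overlap functions were checked against bedtools 2.31.1. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.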

Results

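Chromatin accessibility was mapped by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open chromatin so that accessible sites appear as peaks of reads. IMR90, a human lung fibroblast line, was profiled at baseline and after 24 h of induction. Induction used 20 µM of the STING ligand 2'3'-cGAMP, 100 ng/mL interferon and 10 ng/mL TNF, named in the study's methods as IFNγ and TNFα. Vascular smooth muscle cells (VSMC) derived from the human embryonic stem cell line H7 were profiled without treatment. Each of the 3 groups held 2 libraries, made from 50000 cells each, with IMR90 at passage 28 and VSMC at passage 2. The data analysed were peak lists, which carry no read counts, so the depth reached in each library was unknown and accessibility was compared by the presence and overlap of peaks.

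The baseline IMR90 libraries held 211052 and 214641 distinct intervals, the induced libraries 155192 and 175449, and the VSMC libraries 224382 and 218708. The means were 212846 ± 2538 intervals at baseline, 165320 ± 14324 after induction and 221545 ± 4012 in VSMC (SD, n = 2 each). The intervals covered 87.6 ± 4.22 Mb at baseline, 74.3 ± 4.42 Mb after induction and 63.9 ± 2.26 Mb in VSMC (SD, n = 2 each). Every list reached down to a −log10 p of 2.00. Because list lengths differed, the 50000 intervals with the highest −log10 p in each library, hereafter strong intervals, were used for comparison. The last of them had a −log10 p of 5.42 and 6.90 in the baseline libraries, 6.20 in both induced libraries, and 8.19 and 8.61 in the VSMC libraries.

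The median width of the strong intervals was 694.5 ± 50.2 bp in baseline IMR90, 701 ± 1.41 bp in induced IMR90 and 344.5 ± 4.95 bp in VSMC (SD, n = 2 each). Intervals under 200 bp made up 1.90% ± 0.202 of the strong intervals at baseline, 1.19% ± 0.150 after induction and 37.1% ± 1.77 in VSMC (SD, n = 2 each). They were concentrated at the top of the VSMC lists, where they formed 96.7% and 98.5% of the strongest 1000 intervals of the 2 libraries. None of the strongest 1000 intervals was under 200 bp in any of the 4 IMR90 libraries.

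**Figure D1:**
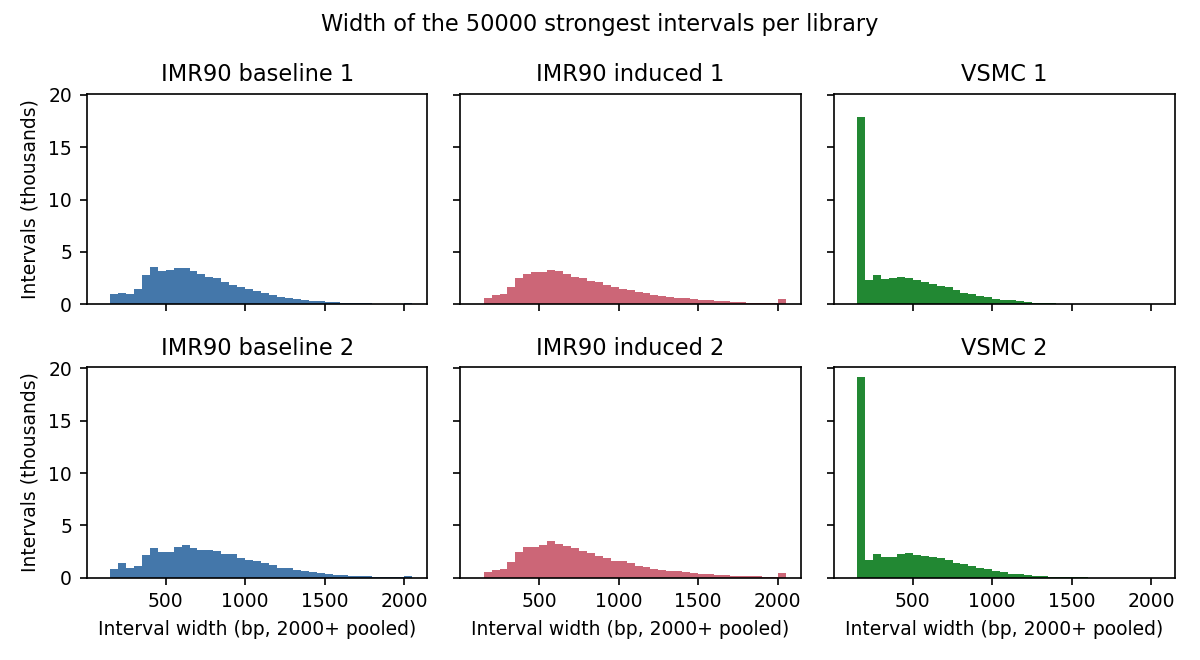
Width of the 50000 strongest intervals in each of the 6 libraries, with interval width in bp on the x axis (2000 bp and above pooled in the last bin) and the number of intervals, in units of 1000, on the y axis. The 2 VSMC libraries hold 17923 and 19174 intervals under 200 bp, against 540 to 1020 in the IMR90 libraries.

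To ask whether libraries of one group shared more of their strong intervals than libraries of different groups, the base-pair Jaccard index (shared length divided by joint length) was computed for every pair. The index was 0.585 for the baseline IMR90 pair, 0.653 for the induced pair and 0.543 for the VSMC pair, with a mean of 0.594 ± 0.0552 (SD, 3 pairs). The 12 pairs of libraries from different groups averaged 0.310 and ranged from 0.227 to 0.452. The difference between the means was 0.284. Of the 15 ways to part 6 libraries into 3 pairs, the real grouping gave the largest difference (exact permutation test, one-sided p = 0.0667, the smallest this design allows, so p under 0.05 was out of reach). Among the alternative settings, comparing the whole lists moved the difference most, to 0.137. Baseline and induced IMR90 libraries overlapped with an index of 0.429 to 0.452. The index was 0.253 to 0.263 for baseline IMR90 and VSMC libraries, and 0.227 to 0.232 for induced IMR90 and VSMC libraries. The strong intervals covered 37.3 Mb at baseline, 39.1 Mb after induction and 21.5 Mb in VSMC (means, n = 2 each). Unequal coverage caps the index between cell types, so part of the difference of 0.284 may come from interval width or processing.

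Libraries of one group were again closer than libraries of different groups when each strong interval was looked up in the whole list of another library. Within a group, 2.48% to 5.63% of the strong intervals of one library had no overlapping interval in the other. The VSMC pair, with the lowest Jaccard index of the same-group pairs, had the fewest missing intervals here (2.48% and 3.30%). Between baseline and induced IMR90, 15.6% to 19.2% of strong baseline intervals had no overlap in an induced library, and 17.7% to 20.6% of strong induced intervals had none in a baseline library. These ranges did not overlap with the range within groups. Between baseline IMR90 and VSMC, 28.8% to 31.1% of strong IMR90 intervals and 50.2% to 53.6% of strong VSMC intervals were missing from the other list. The VSMC share depended on interval width. Of strong VSMC intervals under 200 bp, 2.69% to 3.81% overlapped an interval of a baseline IMR90 library, against 73.6% to 75.5% of the wider ones.

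**Figure D2:**
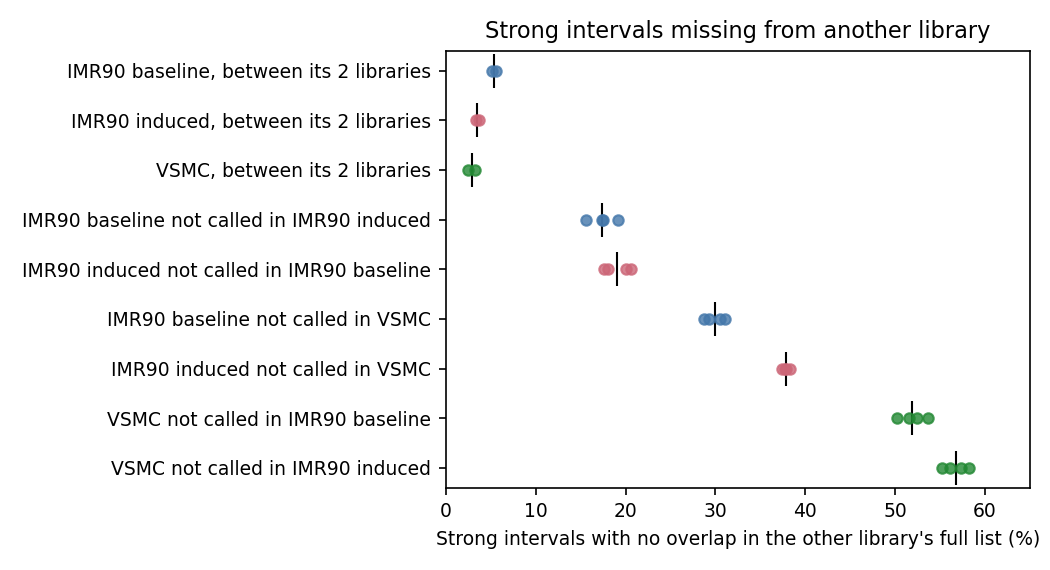
Percentage of strong intervals of one library with no overlap in the whole list of another library (x axis), by kind of pair (y axis), with 1 point for each ordered pair of libraries and a vertical line at the mean. Pairs within a group lie between 2.48% and 5.63%, and all pairs between groups lie at 15.6% or above.

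Treatment with cGAMP, interferon and TNF was used in the study to switch on antiviral signalling, and the comparison of induced with baseline IMR90 asked which accessible regions appeared or disappeared. Strong intervals of the 4 libraries merged into 79329 regions. A region was called induced-only when it was strong in both induced libraries and overlapped no interval of the whole list of either baseline library, and baseline-only in the reverse case. There were 4175 induced-only regions (5.26%) and 2285 baseline-only regions (2.88%), against 26410 regions (33.3%) that were strong in all 4 libraries. Parting the same 4 libraries in the 2 other possible ways gave 77 and 70 regions, against 6460 for the real groups. With 3 such splits the smallest possible p of an exact permutation test is 0.333, so that test could not reach 0.05, and no single region could be tested. The median width was 640 bp for induced-only, 622 bp for baseline-only and 1122 bp for regions strong in all 4 libraries.

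The ratio of induced-only to baseline-only regions was 1.83. It was 1.03 without baseline replicate 1 and 1.01 without baseline replicate 2. In these settings a baseline-only region had to be strong in 1 library and an induced-only region in 2, while induced-only regions had to be absent from 1 library and baseline-only regions from 2. The ratio was 1.82 and 1.66 without induced replicate 1 or 2. Counted per library, 7132 and 6855 strong intervals of the induced libraries (6994 ± 196, SD, n = 2) and 6236 and 5300 of the baseline libraries (5768 ± 662, SD, n = 2) were missing from both libraries of the other group. The induced libraries were higher in each of these values. An exact permutation of 2 libraries against 2 cannot reach 0.05, and no other test was run on these counts. The alternative that moved the counts most was the authors' deposited replicate-overlap lists, which were counted by another rule. Every interval of a list with no overlap in the other group's replicate-overlap list was counted, with no strong cut. This gave 31304 induced-only and 38630 baseline-only intervals and so the opposite order, but the counts are not like for like.

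Regions named here are the 3 of each kind with the best mean rank in the 2 libraries that carry them. Coordinates are taken as hg19. The leading induced-only region was chr9:118204096-118204881, at rank 979 and 2336 in the induced libraries, with a fold enrichment of 11.5 and 11.2 from the authors' peak caller. It was followed by chr10:70825234-70826146 (ranks 1691 and 2829) and chr15:50123301-50124246 (ranks 3070 and 4117). The leading baseline-only region was chr20:2095673-2096521, at rank 3907 and 7135 in the baseline libraries, with a fold enrichment of 11.6 and 11.1. The next were chr2:239085012-239085722 (ranks 6357 and 8124) and chr13:27016345-27017239 (ranks 8368 and 11645). Genes at these positions were not annotated here, because no annotation of this build was used.

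In IMR90, the study placed its targeted chromosome conformation viewpoints around the IFNB1 gene, and the window chr9 from 19 to 22 Mb was examined for that reason. The baseline libraries held 73 and 70 strong intervals in it (71.5 ± 2.12), the induced libraries 67 and 68 (67.5 ± 0.707) and the VSMC libraries 62 and 53 (57.5 ± 6.36; SD, n = 2 each). Of the VSMC intervals, 19 and 15 were under 200 bp. In IMR90 these intervals formed 101 regions, of which 43 were strong in all 4 libraries, 2 were induced-only and 3 were baseline-only. These were 1.98% and 2.97% of the regions in the locus, against 5.26% and 2.88% genome-wide. Among 724 windows of 3 Mb across the genome with at least 50% as many regions as the locus, and no upper limit, the median was 5 induced-only and 3 baseline-only regions. Fewer induced-only regions than in the locus were found in 16.4% of the windows, and as few or fewer in 28.3%. For baseline-only regions these shares were 49.2% and 68.8%.

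The induced-only regions of the locus were chr9:21381511-21382327, at rank 26761 and 30545, and chr9:21684983-21685324, at rank 47577 and 42070. The baseline-only regions were chr9:19895047-19895479 (ranks 26724 and 22931), chr9:20356181-20356868 (ranks 26530 and 26754) and chr9:21195038-21195893 (ranks 28355 and 28277). All 5 lay past rank 20000 in their libraries, and with 25000 intervals per library 0 induced-only and 0 baseline-only regions were left in the locus, against 11 and 14 with 100000.

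**Figure D3:**
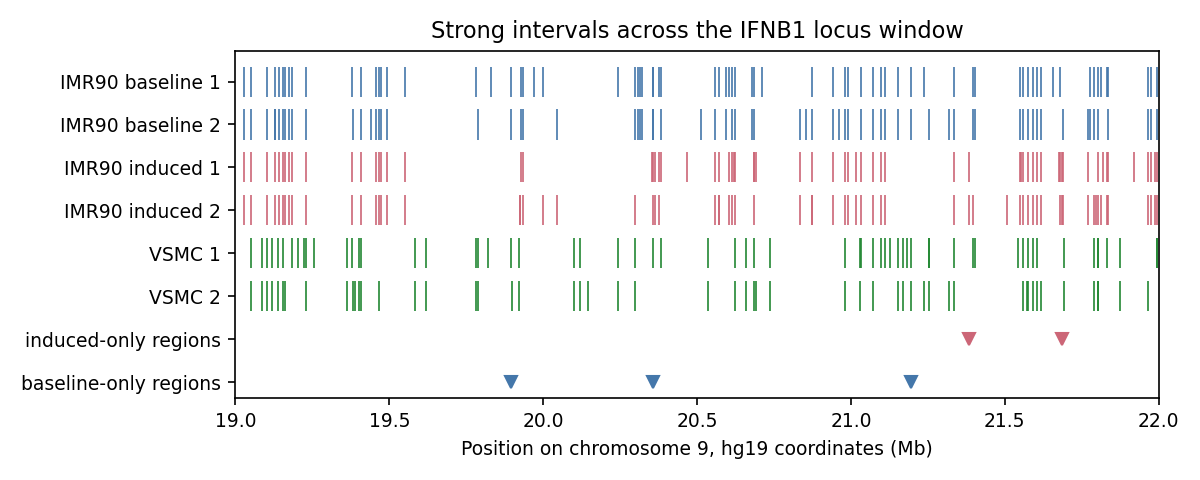
Strong intervals in chr9 from 19 to 22 Mb (x axis, position in Mb) in each of the 6 libraries (y axis), with triangles for regions called only in induced or only in baseline IMR90. The map shows 2 induced-only and 3 baseline-only regions among the 101 regions of the IMR90 libraries.

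The comparison of untreated VSMC with baseline IMR90 asked how far accessible regions differed between the 2 cell types. The VSMC files named other processing settings than the IMR90 files, so cell type and processing batch cannot be told apart. Strong intervals of the 4 libraries merged into 95377 regions, of which 19522 (20.5%) were VSMC-only, 6180 (6.48%) were IMR90-only and 15334 (16.1%) were strong in all 4 libraries. The other splits of these libraries gave 39 and 37 group-only regions, against 25702 for the real groups (smallest possible p 0.333 in an exact permutation test). Per library, 23622 and 24775 strong VSMC intervals (24198.5 ± 815) and 11489 and 10510 strong IMR90 intervals (10999.5 ± 692) were missing from both libraries of the other cell type (SD, n = 2 each).

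Most VSMC-only regions were narrow. Of the 19522, 15557 (79.7%) were under 200 bp, and their median width was 163 bp against 754 bp for IMR90-only regions. With intervals of at least 200 bp only, an alternative chosen after the widths were seen, there were 6866 VSMC-only and 6248 IMR90-only regions. The alternative that moved the counts most was again the authors' deposited replicate-overlap lists, with 65378 VSMC-only and 48259 IMR90-only intervals. These intervals were again counted without a strong cut, so the counts are not like for like. Not every interval of the VSMC list was found in the deposited VSMC replicate lists (97.6% and 97.9%). The 3 leading VSMC-only regions were all narrow. They were chr20:14590513-14590683, which was 171 bp wide and ranked 1 in both libraries with a fold enrichment of 65.2 in each, chr3:153189145-153189314 (ranks 3 and 4) and chr8:133137892-133138057 (ranks 5 and 2). The leading IMR90-only regions were chr10:38145960-38147363 (ranks 574 and 249), chr4:109571123-109572135 (ranks 607 and 360) and chr11:34460030-34461046 (ranks 772 and 756).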

Values the study reported

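The study described 85 putative cis-regulatory elements marked by DNase hypersensitivity in IMR90 cells within the contact domain around IFNB1. After normalization, 13 elements were reported to gain looping with IFNB1 upon induction. Changes in loop strength with IFNB1 were reported to correlate significantly with element activity, as read from ATAC-seq peak strength. Elements that gained loop strength were reported as enriched for IRF family motifs. Peak strength was not compared between libraries here, so the presence calls in the locus do not bear on that correlation. In VSMC, the study reported that the ECAD9 enhancer looped with 25 elements marked by ATAC-seq, of which 10 differed in loop strength between alleles. The ATAC-seq libraries had an expected depth of 70 M reads.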

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

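The alternatives restricted to intervals of at least 200 bp, the replicate-overlap lists at equal length and the omission of single libraries from the replicate overlap were chosen after the data were seen. The higher mean overlap within groups kept its direction under all 5 other settings. The difference in Jaccard index or shared fraction was 0.137 to 0.342, and 0.267 to 0.310 when each of the 6 libraries was left out. With intervals of at least 200 bp, the lowest index within a group was 0.473 and the highest between groups 0.451.

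Counts of group-only regions followed the length of the lists. With 25000 strong intervals there were 750 induced-only and 231 baseline-only regions, and with 100000 there were 11270 and 8326. At a −log10 q of at least 2 the counts were 8293 and 5923. Asking for absence from the top 100000 intervals gave 3535 baseline-only regions, while induced-only regions stayed within 1.5 times the reported count at 6023. The replicate-overlap lists gave 31304 and 38630, which reversed the order to a ratio of 0.810. At equal list length they gave 11940 and 10758. Requiring 50% overlap, or intervals of at least 200 bp, left both counts within 1.5 times those reported. Leaving out 1 library gave 5451 to 7132 induced-only and 3762 to 6236 baseline-only regions, because a region then had to be strong in, or absent from, fewer libraries. The ratio of 1.83 was 1.03 and 1.01 without baseline replicate 1 or 2, and 1.82 and 1.66 without induced replicate 1 or 2. These settings treat the 2 groups unequally by construction, since the group left with 1 library needs a strong call in that library alone and the other group needs absence from that library alone, so they do not show that one library carries the excess. Of the 11 named IMR90 regions, 6 were called with 25000 intervals, 10 in the replicate-overlap lists at equal length and 11 under each other setting. Leaving out a library, 100000 intervals, the q setting and absence from the top 100000 intervals only loosened the rule. Keeping the regions there was nearly fixed in advance and is no sign that they are robust.

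In the locus window, 0 induced-only and 0 baseline-only regions were called with 25000 intervals and 11 and 14 with 100000. Starting the window at 20 Mb gave 2 and 2. Leaving out 1 library gave 4 to 8 induced-only and 4 to 7 baseline-only regions, so neither count in the locus is firm.

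Between cell types, 25000 intervals gave 12746 VSMC-only and 1571 IMR90-only regions, 100000 intervals gave 32016 and 14791, and a −log10 q of at least 2 gave 31605 and 11683. Absence from the top 100000 intervals gave 10408 IMR90-only regions. The replicate-overlap lists, counted by the rule without a strong cut, gave 65378 and 48259. Intervals of at least 200 bp gave 6866 VSMC-only regions, and 3 of the 6 named regions were then called, because the others are narrower. Leaving out 1 library gave 20418 to 24775 VSMC-only and 8756 to 11489 IMR90-only regions. VSMC-only regions outnumbered IMR90-only regions under each of these settings.

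No paired analysis was possible because the group-only result is a presence call that comes from no test and takes no block. Baseline and induced libraries with the same replicate number had a Jaccard index of 0.429 and 0.452, and those with different numbers 0.433 and 0.449. The planned tests of motif content, promoter share and gene lists, with all their alternatives, were not run because no genome or annotation of this build was used. Unknown depth limits every absence reported here, since a shallower library lists fewer weak peaks.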

Other observations

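The tests below were chosen after the data were seen, except the setting that asks absence of 100000 intervals, which was planned and was put to use as a test afterwards. For the replicate-overlap lists at equal length, the expected outcome was written down before the test was run.

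The VSMC lists were led by intervals of nearly constant width. Among strong intervals under 200 bp the most common width was 161 bp (5504 and 6598 intervals in the 2 libraries), and 94.1% and 95.6% were between 160 and 170 bp wide. Duplicates that arose separately in each library are argued against, since 98.4% of the narrow intervals of VSMC 1 were called in VSMC 2. Accessible sites shared with IMR90 are argued against as well, since 3.45% of them overlapped a baseline IMR90 1 interval, against 3.67% to 4.19% for the same intervals moved by up to 1 Mb in 20 steps and 73.6% of the wider VSMC intervals. Reads piled at fixed positions are a candidate explanation, since 93.8% of the narrow summits of VSMC 1 lay within 5 bp of a VSMC 2 summit, against 12.4% of the wider ones. Whether the positions come from a step in preparing or processing the VSMC libraries, or from the VSMC genome or chromatin, cannot be told apart. The share of narrow intervals among the strongest 1000 was 96.7% in VSMC 1 and 0% in each IMR90 library, and all VSMC libraries share 1 cell type and 1 kind of processing. The VSMC lists name a removal of duplicates, and read alignments were not used here.

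Narrow intervals also reached the authors' replicate-overlap list for VSMC, not all of which is found in the deposited replicate lists. There they made up 28331 of 107928 intervals (26.2%) and 8325 of the top 10000. In the window chr9 from 21 to 23 Mb, which was chosen for the 9p21.3 locus after its values were seen and overlaps the IFNB1 locus window, 29 of 94 listed intervals (30.9%) were under 200 bp. An element count taken from this list alone would include them. Whether the study's count of looped elements relied on it was not examined. No biological explanation was tested for this window.

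The X chromosome carried more strong intervals in VSMC than in IMR90. Per Mb and relative to the autosomes, the ratio was 0.834 ± 0.0212 in VSMC, 0.385 ± 0.00929 in baseline IMR90 and 0.372 ± 0.00272 in induced IMR90 (SD, n = 2 each). Narrow intervals are argued against as the whole cause, since the lowest VSMC ratio without them was 0.780 and the highest IMR90 ratio 0.395. With 10000 intervals, leaving them out lowered the VSMC mean from 0.942 to 0.678, against a highest IMR90 ratio of 0.342. List length is argued against too, since the smallest gap between VSMC and IMR90 libraries was 0.298 over lists of 10000 to 100000 intervals. On counts of intervals of at least 200 bp, the VSMC to baseline IMR90 ratio was 1.96 on chrX, against 0.848 (chr20) to 1.08 (chr4) on the 22 autosomes. A difference in the copy number or dosage state of chrX between the cell lines is a candidate explanation. Copy number and dosage state were neither measured nor separated, and cell type and batch are confounded, so this stays a hypothesis.

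The excess of induced-only over baseline-only regions is not settled as biological. Unequal list lengths are argued against as the source of the whole excess. When absence was asked of 100000 intervals in every library, the ratio was 1.70, against 1.83 with the whole lists. The baseline lists are the longer ones, which by itself makes absence from them harder, but the ratio did not rise at equal length. The lower overlap between the baseline libraries (Jaccard index 0.585 against 0.653 for the induced pair) also lowers the number of regions strong in both. When single libraries were compared at equal length, which does not need overlap between replicates, the ratio of mean counts was 1.14, above 1 in all 4 pairs (1.13 to 1.15). These pairs share libraries. With 50000 strong intervals, the excess may therefore be made up in large part of the difference in replicate overlap, with a small remainder that was not tested. The ratio of induced-only to baseline-only regions was 3.25 with 25000 strong intervals and 1.35 with 100000. Single libraries were not compared at those settings, so the size of the remainder there is unknown. The opposite order in the replicate-overlap lists may come from their unequal lengths of 87571 and 79892 intervals. The top 50000 of each set against an equal number of intervals gave a ratio of 1.11 in the direction of induction. That test also kept only the stronger intervals of each list, so it did not isolate length. An effect of the treatment stays open and untested.

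Induction was accompanied by a shift in where strong intervals lay. Of 23 chromosomes, 17 had shares in the induced libraries that did not overlap those at baseline, 8 higher and 9 lower, where chance gives 33.3% of chromosomes. Chromosomes are not independent, since the shares sum to a fixed total. The share on chr22 rose from 1.39% ± 0.00566 to 1.77% ± 0.00707 (SD, n = 2 each), a log2 ratio of 0.35. The log2 ratio was 0.26 on chr21, 0.19 on chr15, 0.17 on chr17 and 0.14 on chr19, and −0.14 on chr4 and −0.12 on chr3. No explanation, technical or biological, was tested.

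The strongest interval of all 4 IMR90 lists was at chr20:26189796-26190481 in baseline IMR90 1, and ranked 1139 and 1245 in the VSMC libraries. The VSMC ranks count the intervals under 200 bp, which formed 96.7% and 98.5% of the strongest 1000 in the 2 libraries. They therefore cannot be set against the IMR90 ranks. The chr20 interval was singled out after its values were seen, and no explanation was tested.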
